A study of Danio rerio with 6 samples. Its data were reported in "Transcriptome analysis reveals an Atoh1b-dependent gene set downstream of Dlx3b/4b during early inner ear development in zebrafish" (2023).

How the data were processed

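RNAseq was performed on 6 samples of DsRed-positive cells sorted by flow cytometry from zebrafish embryos carrying the pax8:DsRed transgene, a reporter that marks the otic-epibranchial progenitor domain (OEPD, the tissue that gives rise to the inner ear) and the nephric anlagen. Per the labels, 3 samples came from control embryos and 3 from embryos injected with a morpholino against atoh1b (atoh1b-MO), an antisense oligomer that depletes the protein of a gene required for early hair cell formation. Poly(A) RNA was turned into strand-specific libraries and sequenced as single reads on an Illumina instrument. Samples were assigned to groups by their titles and are named here by group and number: controls 1, 2 and 3 and atoh1b-MO 2, 4 and 5. The genotype label of the atoh1b-MO samples names a knockdown of dlx3b/4b, whereas their titles, the series text and the study name atoh1b, so the titles were followed.

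The authors aligned the reads to the zebrafish genome GRCz11 with GSNAP, and the deposited values are raw counts of uniquely aligned reads per Ensembl gene, made with featureCounts and not normalized. According to the study, reads were aligned to placed chromosomes. The library preparation described in the study's methods differs from the one in the labels, and whether counting used the strand of the reads is not stated. The length of each gene in bases, as featureCounts writes it, was deposited beside the counts. The table held 32266 Ensembl genes and 92 spike-in sequences. The spike-ins had no counts in any sample, and the 565 genes on unplaced scaffolds had none either. Positions are those of the deposited table on GRCz11. Unique alignment removes reads that match several copies of a gene, so counts of near-identical paralogs are too low by an unknown amount, and genes overlapping others can gain or lose reads by the way overlaps were counted.

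The total count per sample ranged from 24120228 to 37169850. A level of 3 counts, taken as the floor, corresponded to 0.0807 to 0.124 CPM (counts scaled by the total of the sample). The levels of genes are CPM with TMM scaling. Wilson intervals of 95% were used for shares of counts within a single sample. Intervals and floors cover counting error only, because reads amplified by PCR are not independent molecules. Before samples were treated as replicates, each pair was compared by a chi-square statistic of the counts over genes. It ranged from 11.7 to 122.6 per degree of freedom, so no pair agreed within sampling noise, as a library deposited in duplicate would. This comparison does not show that the samples are independent, and replicates follow the labels.

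Groups, the tests of both comparisons and the alternatives were fixed before the data were examined. The tests of mitochondrial share and of the position of control 3 were chosen later. The study dismissed control 3 before testing, and its choice was followed in the first comparison, of controls 1 and 2 with atoh1b-MO 2, 4 and 5. A second comparison used all 6 samples. Both were fitted with edgeR (version 4.0.16) in R (version 4.3.3) using TMM scaling, the filterByExpr filter and the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p-value below 0.1, the 10% false discovery rate of the study, were called differentially expressed genes (DEGs). The standard errors given are the absolute log2 fold change divided by the square root of the F statistic. They were thus derived from the test and are no separate estimate of error. The clutch factor of the study's own model was not used here, since the labels give no clutch. Distances and principal components were computed from log2 CPM (prior count 2) of the 500 genes with the highest variance. On simulated data with 200 genes changed by 2 on the log2 scale, edgeR recovered 99.5% of them with 5 samples, and 9.13% of its calls were false. With 6 samples it recovered 95.5%, and 8.17% of its calls were false. These values come from a single simulated data set for each comparison. The changed genes were drawn from well-expressed genes, and genes of the same expression level shared the same spread. The values therefore do not give the power for smaller changes.

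Alternatives comprised DESeq2's size factors, library size alone, no filter on low counts, a minimum of 10 counts in every sample, DESeq2 (version 1.42.0), limma voom with sample weights (version 3.58.1), removal of the 10 genes with the most counts, a threshold of 0.05, 1 surrogate variable from sva (version 3.50.0) and leaving out each replicate in turn. DESeq2 on the genes that passed filterByExpr and edgeR with a term for the samples numbered 2 were added after the data were seen. Genes to be named were the 5 largest rises and the 5 largest falls among the DEGs with a mean count above 100 and with all atoh1b-MO samples on the same side of controls 1 and 2. A gene symbol had also been required, but 0 of the Ensembl identifiers matched the gene table at hand and the files do not pair identifiers with symbols. That condition was dropped, and identifiers are printed for 2 genes that rose and 2 that fell. For the same reason the gene lists and marker panels chosen in advance, including genes with atoh1b-like expression, were not analysed here. GC content was not analysed here.

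The position of a sample left out of a test was expressed for each gene on the log2 CPM scale, as 1 at the mean of its own group and 0 at the mean of the other group, and values above 0.5 were counted as nearer its own group. Genes counted as differing 10-fold in a sample had at least 5 CPM in the sample or samples with the higher level. Gene lists were compared with 10000 random lists of the same size matched on mean expression. The lists were not matched on variance or on how genes vary together, so they do not measure spread between samples.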

Results

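To ask which genes in the OEPD and nephric anlagen depend on Atoh1b, transcripts of sorted pax8:DsRed-positive cells were counted in 3 control and 3 atoh1b-MO samples. Total counts were 28701625, 37169850 and 29176328 in controls 1, 2 and 3. In atoh1b-MO 2, 4 and 5 they were 25111347, 24120228 and 29226198. Between 20353 and 22678 genes were detected per sample. The 10 most abundant genes took between 7.11% and 7.52% of the counts in each sample.

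The knockdown target could not be examined. The study places atoh1b on an unplaced scaffold, and the 2 genes annotated on that scaffold had 0 counts in all 6 samples. The labels were therefore not checked against the expression of the target. The share of mitochondrial transcripts was 2.25% ± 0.507 (SD, n = 3) in controls and 3.02% ± 0.400 (SD, n = 3) in atoh1b-MO samples. This difference of 0.760 percentage points was not significant (two-sided exact permutation test, p = 0.2, with 0.1 the smallest p-value possible for 3 against 3). Without control 3, controls 1 and 2 (1.97% ± 0.181, SD, n = 2) both lay below all atoh1b-MO samples (2.63% to 3.43%), and the difference was 1.04 percentage points (two-sided exact permutation test, p = 0.1, the smallest possible for 2 against 3). In control 3 the share was 2.82% (95% Wilson interval 2.82% to 2.83%), within the range of the atoh1b-MO samples.

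Relations between the samples were examined by Euclidean distance and principal component analysis. Controls 1 and 2 lay at a distance of 28.2 from each other. Control 3 lay at a mean distance of 79.1 from them, 2.80-fold the distance between controls 1 and 2. Distances among the atoh1b-MO samples ranged from 38.4 to 53.8. The distance from control 3 to atoh1b-MO 2 was 53.7, smaller than its distance to either other control. The first principal component held 59.3% of the variance and separated control 3 from the rest, with atoh1b-MO 2 next to it. The second held 22.8% and separated controls 1 and 2 from all atoh1b-MO samples, with control 3 between them. With all genes that passed the filter, the ratio of 2.80 fell to 1.82.

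**Figure D1:**
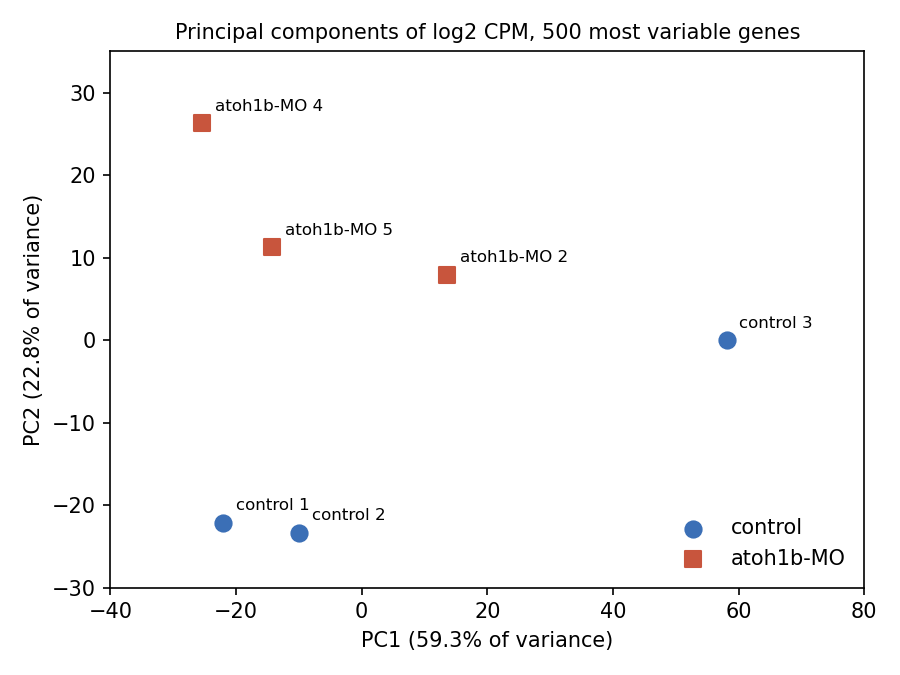
Principal components 1 and 2 of log2 CPM over the 500 most variable genes, with each point a sample, circles for controls and squares for atoh1b-MO. Control 3 lies at 58.1 on the first component and atoh1b-MO 2 at 13.6, while the other 4 samples lie between -25.4 and -9.97.

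In the comparison of controls 1 and 2 with the 3 atoh1b-MO samples, 18397 genes were tested and 110 DEGs were called by the edgeR quasi-likelihood test. Of these, 83 were higher and 27 lower in atoh1b-MO samples. The median log2 fold change was 2.35 for the higher and -0.87 for the lower genes. Changes above 2 on the log2 scale were found for 47 of the 83 higher genes, and falls beyond 2 for 2 of the 27 lower genes. An unadjusted p-value below 0.05 was found for 2054 genes, against 919.85 under no difference. Among the alternatives fixed in advance that used the same samples, DESeq2 moved the number of DEGs most, to 693. Settings added after the data were seen gave 776 with DESeq2 on the genes that passed the filter. They gave 713 (458 higher, 255 lower) with edgeR and a term for the samples numbered 2. Of the 24 mitochondrial genes tested, 3 were among the higher DEGs.

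**Figure D2:**
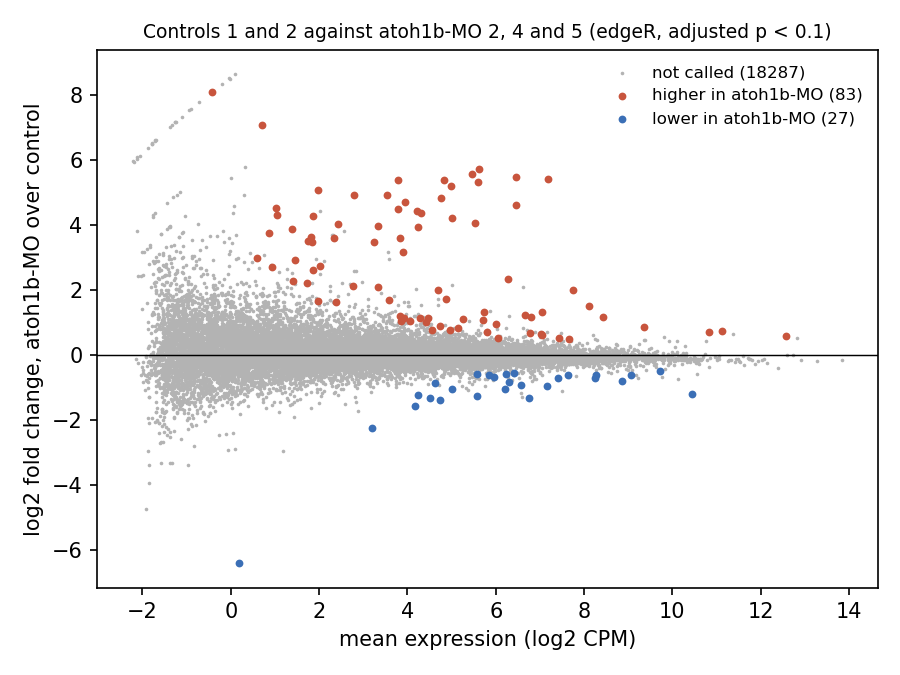
Log2 fold change of atoh1b-MO over control against mean expression in log2 CPM for the 18397 genes tested with controls 1 and 2 and atoh1b-MO 2, 4 and 5, each point a gene. The 83 higher genes reach larger changes than the 27 lower genes, with medians of 2.35 and -0.87.

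When control 3 was included, 17874 genes were tested and 0 DEGs were called by edgeR. The smallest adjusted p-value was 0.276 (Benjamini-Hochberg). An unadjusted p-value below 0.05 was found for 1040 genes, against 893.7 under no difference. The biological coefficient of variation rose from 24.7% with 5 samples to 36.1% with 6. Of the 109 DEGs also tested with 6 samples, 108 changed in the same direction and 62 had an unadjusted p-value below 0.05. These counts are no replication, because the fit with 6 samples holds the 5 samples that called the DEGs.

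Control 3 took no part in the calling of the 110 DEGs, so its levels were compared with both groups. It lay nearer to controls 1 and 2 for 29 DEGs and nearer to the atoh1b-MO samples for 81. Among the 83 higher DEGs it was nearer to the controls for 18, and among the 27 lower DEGs for 11. Its median position was 0.20, where 1 is the mean of controls 1 and 2 and 0 the mean of the atoh1b-MO samples. For 65 DEGs (59.1%), all 3 controls lay on one side of all atoh1b-MO samples. These were 45 of the 83 higher and 20 of the 27 lower DEGs. Control 3 lay within the atoh1b-MO range for 27 higher DEGs and 1 lower DEG. The 10% that chance gives for 3 against 3 is no baseline here, because 5 of these 6 samples had been used to call the genes. In all 93 DEGs with a mean count above 100, controls 1 and 2 already lay apart from the atoh1b-MO samples. For those only the place of control 3 was open, so chance gives a share well above 10%, which was not computed.

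**Figure D3:**
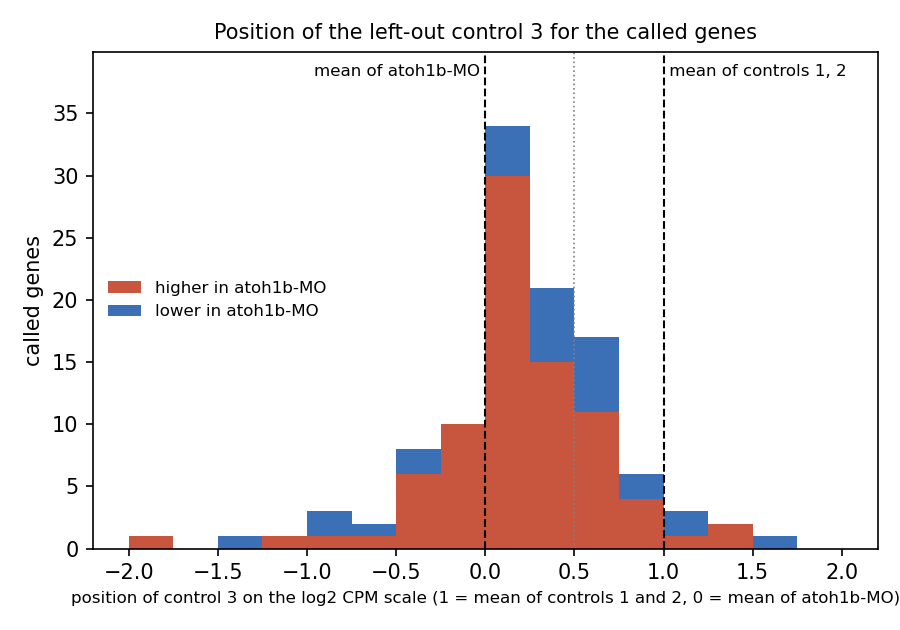
Number of DEGs by the position of control 3 on the log2 CPM scale, where 1 is the mean of controls 1 and 2 and 0 the mean of the atoh1b-MO samples, with bars stacked for the 83 genes higher and the 27 genes lower in atoh1b-MO. For 81 of the 110 genes control 3 lies below the midpoint of 0.5, on the atoh1b-MO side.

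The DEG with the largest rise by the naming rule was ENSDARG00000095254 on chromosome 12 (16470534 to 16639370, minus strand). Its level was 1.45 ± 0.982 CPM (SD, n = 2) in controls 1 and 2 and 79.2 ± 48.0 CPM (SD, n = 3) in atoh1b-MO samples. The log2 fold change was 5.72 with a standard error of 0.66 and an adjusted p-value of 0.0185 (edgeR). The span of this gene, introns included, overlaps those of 7 genes on the same strand. Whether exons are shared was not examined, so its counts are uncertain. In control 3 it was at 48.3 CPM, within the atoh1b-MO range of 40.3 to 132.9 CPM. ENSDARG00000100833 on chromosome 20 (12559246 to 12563583, plus strand) was at 1.26 and 1.74 CPM in controls 1 and 2 and rose to 71.7 ± 45.8 CPM (SD, n = 3) in atoh1b-MO samples. Its log2 fold change was 5.57 with a standard error of 0.61 and an adjusted p-value of 0.0169 (edgeR). In control 3 it was at 51.1 CPM. With 6 samples the adjusted p-values of these genes were 0.858 and 0.860 (edgeR). With limma voom on the same 5 samples they were 0.173 and 0.1701.

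The largest fall by the naming rule, which requires a mean count above 100, was found for ENSDARG00000104960 on chromosome 15 (14310146 to 14312090, minus strand). Its level was 19.01 and 14.9 CPM in controls 1 and 2 and 3.56 ± 0.955 CPM (SD, n = 3) in atoh1b-MO samples. The log2 fold change was -2.24 with a standard error of 0.27 and an adjusted p-value of 0.0187 (edgeR). In control 3 it was at 0.758 CPM, below all atoh1b-MO samples. ENSDARG00000026834 on chromosome 3 (59659895 to 59690351, minus strand) changed from 29.5 ± 10.5 CPM (SD, n = 2) to 9.83 ± 1.79 CPM (SD, n = 3). Its log2 fold change was -1.58 with a standard error of 0.25 and an adjusted p-value of 0.0545 (edgeR). In control 3 it was at 15.1 CPM, between both groups. With 6 samples the adjusted p-values of these genes were 0.853 and 0.731 (edgeR).

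The other 3 rises selected by the rule all lay within the same region of chromosome 12, between positions 16470534 and 16829977. In this region all 10 genes tested were called higher. The span of each of the 10, introns included, overlaps that of another called gene on either strand. The region was chosen after its values were seen. The summed level of its genes was 14.1 and 32.5 CPM in controls 1 and 2 and 524 CPM in control 3. In atoh1b-MO 2, 4 and 5 it was 451, 1362 and 681 CPM. The other 3 falls selected by the rule lay on chromosomes 1, 14 and 20, with log2 fold changes of -1.39, -1.33 and -1.31. Their levels in controls 1 and 2 were 41.7 ± 5.33, 35.2 ± 2.28 and 167 ± 11.3 CPM (SD, n = 2). In atoh1b-MO samples they were 15.8 ± 1.53, 13.9 ± 0.649 and 67.3 ± 7.65 CPM (SD, n = 3). In control 3 their levels of 35.6, 28.7 and 128.3 CPM were above those of all atoh1b-MO samples and nearer to the controls.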

Values the study reported

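At a false discovery rate of 10%, the study reported 719 DEGs between wild-type and Atoh1b-depleted samples. It reported 438 of these as upregulated and 281 as downregulated.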

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

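All tests in this part were chosen after control 3 had been seen to differ. The test that counted control 3 as an injected sample was set before its own result was seen, and the others after.

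Control 3 was left out of the first comparison, and it carried a signal that controls 1 and 2 did not. Among genes with at least 5 CPM on the higher side, its level was at least 10-fold below both other controls for 111 and at least 10-fold above both for 85. Between controls 1 and 2 no gene above that level differed 10-fold (0 in either direction). For 66 genes control 3 was at least 10-fold below all 5 other samples, and for 2 at least 10-fold above all of them, while no other sample had such a gene (0 for each). The 111 genes together stood at 487 CPM in control 3, which was 4.56% of their mean of 10672 CPM in controls 1 and 2. The 85 genes together were 15.2-fold higher in control 3 than in controls 1 and 2. Their sums were also 6.76-fold, 8.18-fold and 4.70-fold higher in atoh1b-MO 2, 4 and 5, but a few genes dominate these sums. The median gene of the 85 was 4.93-fold, 1.25-fold and 1.58-fold higher in atoh1b-MO 2, 4 and 5. Without 8 genes, those in the region of chromosome 12 described above and those selected by the naming rule, the sums were 5.24-fold, 2.35-fold and 1.93-fold higher. The median gene of the 77 left stood at 4.78-fold, 0.863-fold and 1.44-fold its level in controls 1 and 2. In atoh1b-MO 4 the median gene was thus lower, although the sum was higher.

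Several technical explanations were tested. The depth of control 3, a total of 29176328 counts, lay within the range of the other samples. Its 10 most abundant genes took 7.36% of counts, also within the range of the others. Across genes, which are not independent replicates, the difference of control 3 from the other controls was nearly unrelated to gene length (Spearman rho -0.025). A swapped label alone does not account for the 66 genes, since they were also 10-fold lower in control 3 than in every atoh1b-MO sample. Among the higher genes the same argument was available only for the 2 that were at least 10-fold above every other sample. Of the 85 higher genes, 84 were more than 2-fold higher in atoh1b-MO 2 than in controls 1 and 2, against 25 in atoh1b-MO 4 and 32 in atoh1b-MO 5. GC content was not tested.

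A candidate explanation is that the mix of sorted cells varied between samples. The sets were chosen on controls, so the atoh1b-MO samples were free to differ on them. The 111 genes were lower in atoh1b-MO 2 than in atoh1b-MO 4 and 5, with a median log2 difference of -0.63, beyond all 10000 random lists (-0.11 to 0.15). The 85 genes were higher in atoh1b-MO 2, with a median log2 difference of 1.84, beyond all random lists (-0.17 to 0.33). Genes that vary together would exceed such lists more easily, and a single sample was compared with 2 others. The lists therefore do not measure spread between samples. Atoh1b-MO 2 was the lowest of the 3 atoh1b-MO samples for 102 of the 111 genes and the highest for 67 of the 85. For both sets this is consistent with variation shared by control 3 and atoh1b-MO 2. The test does not separate a mix of cells from a difference in stage or in RNA handling, and no biological explanation of this variation was tested.

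The 81 of 110 DEGs for which control 3 lay nearer to the atoh1b-MO samples are also unexpected under an effect of the injection alone, where control 3 would lie with the controls. It was nearer to the controls for 29. It lay on the control side of all atoh1b-MO samples for 65 of the 110, within their range for 28 and beyond it for 17. For the 81 these numbers were 36, 28 and 17. Picking genes by their p-value did not produce such a pattern for the atoh1b-MO samples, and for controls it was not tested without control 3. When an atoh1b-MO sample was left out instead, with control 3 absent, it lay nearer to its own group for at least 88 of the 100 genes with the smallest p-values. A control could not be left out in the same way without using control 3. With control 3 among the remaining samples, controls 1 and 2 lay nearer to their own group for 43 and 67 of 100 genes, and atoh1b-MO 2, 4 and 5 for 64, 83 and 85. Counting control 3 as an injected sample gave 0 DEGs and 1514 genes with an unadjusted p-value below 0.05. Control 3 lay at a distance of 53.7 from atoh1b-MO 2, within the range among the atoh1b-MO samples, but at 88.3 and 77.7 from atoh1b-MO 4 and 5. With such spread that test cannot exclude a swapped label, and for the 28 genes within the atoh1b-MO range a swap cannot be told apart from the variation described above.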

How the results depend on the processing

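With 5 samples, 110 DEGs were called. The number became 488 with no filter on low counts, 693 with DESeq2 (466 higher, 227 lower), 776 with DESeq2 on the filtered genes, 713 with a term for the samples numbered 2 (458 higher, 255 lower), 71 at an adjusted p-value below 0.05, and 0 with all 6 samples, where 1040 genes had an unadjusted p-value below 0.05. It ranged from 36 to 260 across the 3 fits that each left out one atoh1b-MO replicate. The DESeq2 fits on filtered genes and those with the term were added after the data were seen. Both sets of DESeq2 calls and the 713 contained all 110. The fit with the term had 2 residual degrees of freedom. On simulated counts without an effect of the number, 6.50% of its calls were false, or 6.72% at the spread it estimated itself. Of the 6 splits of the 5 samples that part the samples numbered 2, 1 gave as many DEGs with the term, the real one. On simulated counts of the filtered genes 19.5% of the calls of DESeq2 were false at a nominal 10%, against 9.13% for edgeR, so part of its larger number may be false calls. These tests were chosen after the numbers of calls were seen. For the other changes the cause was not tested. Other scalings, a minimum of 10 counts in every sample, voom weights and removal of the 10 most abundant genes gave between 84 and 136 DEGs, with more higher than lower genes in each. The share of higher genes was 75.5%, and 65.5% with voom weights.

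With 6 samples, edgeR called 0 DEGs, with 1040 genes at an unadjusted p-value below 0.05. The number was 112 with DESeq2, 449 with DESeq2 on the filtered genes, 21 with voom weights and 210 with 1 surrogate variable, and it ranged from 0 to 110 across the 6 fits that each left out one replicate. The 110 came from the fit without control 3, and the other 5 fits gave 0, with between 617 and 1160 genes at an unadjusted p-value below 0.05. The weight of control 3 in voom was 0.271, the lowest of the 6, and control 3 had the largest value of the surrogate variable, 0.832. Of the 210 genes, 79 were among the 110. With the term for the samples numbered 2 it was 0, with 753 genes at an unadjusted p-value below 0.05. The remaining settings gave 0, with between 969 and 1152 such genes. The simulated 6-sample data gave calls at this sample size for changes of 2 on the log2 scale in well-expressed genes. For changes of that size, the number of samples alone did not prevent calls. Smaller changes were not simulated, so it stays open whether 6 samples suffice for them.

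The distance of control 3 relative to that between controls 1 and 2 was 2.80, and became 1.82 with all genes and 4.53 with a prior count of 10. The cause was not tested.

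For the 10 genes selected by the naming rule, 118 of 140 values under alternatives were the same, 17 were weaker, 5 moved and 0 reversed. In tested settings, same means the same direction and an adjusted p-value below the threshold, whatever the fold change. Weaker means that significance was lost. With 1 control left, same means a fold change within 1 standard error of the main fit, and moved a larger shift. With all 6 samples each of the 10 lost significance, at adjusted p-values (edgeR) from 0.363 to 0.860. With voom weights and the same 5 samples, 4 of the 5 rises lost significance. With 1 control left, fold changes alone were computed. A full pairing of the samples was not possible because the groups share only the replicate number 2. A term for that number was fitted for the numbers of DEGs above. Alternatives for the gene lists, gene sets, marker panels and atoh1b were not run.

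All 10 splits of the 6 samples into 3 and 3 gave at least as many DEGs as the real one, which gave 0. So did all 6 splits that part the samples numbered 2, as the real one does. Any split reaches a count of 0, so the number of DEGs cannot decide the question with 6 samples. By unadjusted p-values below 0.05, 3 of these 6 splits gave as many genes. Among the 6 corresponding splits of the 5 samples, 1 gave as many DEGs, the real one. The remaining 4 splits in each design keep the number-2 samples together. Neither design can give a share below 0.1, so neither design tells the grouping from chance.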

Other observations

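The tests in this part were chosen after the results were seen.

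The number of DEGs here was 110. That is lower than the value quoted from the study above. The number of higher DEGs here was 83. That is lower than the value quoted from the study above. The number of lower DEGs here was 27. That is lower than the value quoted from the study above. These are counts by edgeR. With DESeq2, the package of the study, there were 693 DEGs here, 466 higher and 227 lower. Those are nearer to the quoted values. So were the counts by edgeR with a term for the samples numbered 2, a setting chosen after the data were seen, with 713 DEGs, 458 higher and 255 lower.

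Of the 110 DEGs, 12 lay next to a DEG changed in the same direction, against at most 8 in 10000 random placements matched on expression (p = 1e-04, permutation, the smallest these placements can give). In the region of chromosome 12 described above, the spans of all 10 called genes overlap that of another called gene. Spans include introns, and overlaps on either strand were counted. These are 10 of the 12, so that test treats genes with possibly shared reads as separate. Outside the region 2 of 100 DEGs were adjacent, which a share of 0.281 of the random placements reached (permutation). The adjacency thus rests on this region. Reads shared between overlapping genes may account for several calls from a single transcribed unit. Shared exons were not examined, so this was not told apart from separate changes. Control 3 stood 22.5-fold above controls 1 and 2 in this region, and the mean of the atoh1b-MO samples 35.7-fold above them. No biological explanation was tested beyond the injection, which control 3 did not receive according to its label.

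Control 2 and atoh1b-MO 2 carry the same number in the labels. When these samples were set against the other 3 of the 5, 70 genes were called, 69 of them higher in the number-2 samples, and 0 of the 70 were among the 110 DEGs. In control 3, which took no part, 68 of the 69 genes lay above the lower of the number-2 samples, against at most 54 in 10000 random lists. This is consistent with the hypothesis that control 2 and atoh1b-MO 2 share part of the variation seen in control 3. A shared batch of the number-2 samples was not tested apart from it. None of the 69 genes (0) was among the 85 genes at least 10-fold higher in control 3. That overlap decides nothing, because the 69 were chosen as high in control 2 and the 85 as far above control 2.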
